# Stage-Specific Binding Profiles of Cohesin in Resting and Activated B Lymphocytes Suggest a Role for Cohesin in Immunoglobulin Class Switching and Maturation

**DOI:** 10.1371/journal.pone.0111748

**Published:** 2014-11-06

**Authors:** Gamze Günal-Sadık, Maciej Paszkowski-Rogacz, Kalaimathy Singaravelu, Andreas Beyer, Frank Buchholz, Rolf Jessberger

## Abstract

The immunoglobulin heavy chain locus (Igh) features higher-order chromosomal interactions to facilitate stage-specific assembly of the Ig molecule. Cohesin, a ring-like protein complex required for sister chromatid cohesion, shapes chromosome architecture and chromatin interactions important for transcriptional regulation and often acts together with CTCF. Cohesin is likely involved in B cell activation and Ig class switch recombination. Hence, binding profiles of cohesin in resting mature murine splenic B lymphocytes and at two stages after cell activation were elucidated by chromatin immunoprecipitation and deep sequencing. Comparative genomic analysis revealed cohesin extensively changes its binding to transcriptional control elements after 48 h of stimulation with LPS/IL-4. Cohesin was clearly underrepresented at switch regions regardless of their activation status, suggesting that switch regions need to be cohesin-poor. Specific binding changes of cohesin at B-cell specific gene loci *Pax5* and *Blimp-1* indicate new cohesin-dependent regulatory pathways. Together with conserved cohesin/CTCF sites at the *Igh* 3′RR, a prominent cohesin/CTCF binding site was revealed near the 3′ end of Cα where PolII localizes to 3′ enhancers. Our study shows that cohesin likely regulates B cell activation and maturation, including Ig class switching.

## Introduction

Cohesin is a chromosome-associated multi-protein complex, conserved from yeast to man, is essential for sister chromatid cohesion, and is involved in DNA repair and recombination (for recent reviews on cohesin see [1], [2], [3], [4], [5], [6]. The somatic cohesin complex is composed of two members of the Structural Maintenance of Chromosomes family of proteins, SMC1 and SMC3, the kleisin RAD21, and either protein SA1 or SA2. SMC1 and SMC3 polypeptides form a V-shape heterodimer, linked at the central hinge domains of the two SMCs. The kleisin connects the ATPase heads of the two SMC proteins, thereby forming a ring-like structure, with which the SA protein associates. This ring or multiple rings connects two double-stranded DNA molecules.

In addition to its role in sister chromatid cohesion, the cohesin protein complex facilitates several kinds of chromatin interactions, some of which are cell type-specific [7], [8], [9], [10], [11]. Cohesin/CTCF co-localisation also aids transcriptional regulation and insulation [12], [13]. Cohesin regulates transcription through physical interaction with the mediator complex and juxtaposing enhancer and promoter regions during transcription [14], [15]. In T cells, Rad21 deficiency led to reduced promoter-enhancer looping at the TCRa locus associated with transcriptional changes [16].

Throughout B cell development, the immunoglobulin heavy chain (IgH) locus undergoes various conformational changes such as locus compaction to assure stage-specific assembly of Ig molecule [17], [18]. These conformational changes are facilitated by transcription factors, including YY1 and PAX5, and other chromatin-binding factors (Jhunjhunwala et al., 2008). EBF1 is another transcription factor that modulates B cell fate and is a downstream target of AID [19], [20]. Recent studies revealed that the co-localization of cohesin and CTCF at the variable *Igh* segments affects the usage of V gene segments during V(D)J recombination in pre B cells. Cohesin and CTCF facilitate long-range interactions between the V genes, the Eμ enhancer and some 3′ cohesin/CTCF binding sites [21], [22].

Mature B cells perform class switch recombination (CSR) upon antigen stimulation to diversify a constant antigen specificity into different effector functions by changing the constant region of the Ig molecule [23]. Following the introduction of double-strand breaks at switch (S) regions, located upstream of each Ig constant region, a DNA-loop is formed between the donor and acceptor S regions. The intervening DNA is excised and both ends are repaired by a mechanism involving the non-homologous end-joining pathway. Initiation of CSR requires transcription of the enzyme activation-induced deaminase (AID), which is essential for introducing DSBs at or near S regions. The *Igh* locus becomes accessible for AID when non-coding germ-line transcription (GLT) occurs at the specific S region to act as the target of CSR. GLT starts at intronic (I) promoters 5′ of the S regions. GLT requires long-range interactions between the common Eμ locus enhancer at the 5′, the respective I promoter, and the 3′ regulatory regions (3′RR) of the *Igh* locus [23].

Initiation of germline transcription, formation of double strand breaks at the switch (S) regions, and maintenance of synapsis between the donor and acceptor S regions likely require long-range chromosomal interactions within the Ig heavy chain locus [23], [24]. How these interactions are facilitated and regulated, and which factors are involved remains to be elucidated. Since cohesin topologically links two DNA molecules such as sister chromatids or intrachromosomally, cohesin is a candidate to facilitate these processes or to restrict them to the proper chromosomal regions. Initial evidence for a role of cohesin in regulating Ig class switch recombination in a B cell line was presented very recently [25].

To elucidate a potential role of cohesin in Ig class switching in primary B cells we investigated the association of cohesin before, during, and at a late stage of Ig class switching of murine splenic B cells. We used chromatin immuno precipitation (ChIP) of the cohesin subunit RAD21 followed by deep sequencing and determined binding profiles of cohesin that are stage- and region-specific.

## Results

### Cohesin associates with the Igh locus in a stage-specific manner

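RAD21, the kleisin subunit of cohesin, was immunoprecipitated from purified mouse splenic B cells at 3 time points. The cells were resting, or had been cultured for 48 h or 96 h with LPS at 50 µg/ml, a bacterial lipopolysaccharide that activates B cells, and IL-4 at 2 ng/ml, a cytokine. Each time point had 3 biological replicates, and each replicate came from 12 mice. The authors aligned the reads to mouse genome assembly mm9 and drew the same number of unique read positions at random from each set of aligned reads. They called peaks with MACS against input DNA, once in each replicate and once in a pooled sample made by merging the replicates of a time point. The values analysed here are the resulting 12 peak lists, 9 of replicates and 3 of pooled samples, while the 9 input libraries were not used here on their own. A list gives the start, the end and a score for each peak. The score is the authors', and its statistic is not named in the paper's text. It served to rank peaks within a list. For a stricter threshold it also served to filter them, by 1 minimum for all replicate lists and 1 for all pooled lists. The lists hold no read counts, so the number of reads behind a peak is not known, and yield was measured by the number of peaks per sample. It ranged from 821 peaks in replicate 2 of resting B cells to 8579 peaks in replicate 3 of 96 h-stimulated B cells. Peaks of different lists that overlapped by at least 1 bp were merged and counted as 1 site. Because a site enters a list only when it passes the caller's threshold, a missing peak does not show that cohesin was absent.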

To obtain insights into the potential role of cohesin during CSR, we traced the differential binding of the cohesin subunit RAD21 to chromatin in purified B cells, which were left unstimulated (day 0) or were stimulated with IL-4 and LPS to induce the switch to IgG1. The B cells were analyzed at 48 h and at 96 h after induction of Ig class switching. Up to 21% of B220-positive B cells expressed IgG1 on the cell surface after 96 h of stimulation (Fig S1). At 96 h, typically app. 22% of the cells express the plasma cell marker syndecan (CD138). IgG1 positive B cells were purified and enriched by negative selection to eliminate chromatin derived from cells that did not switch after 96 h hours of stimulation (Fig. S1).

Peak calling and analysis of RAD21 ChIP-Seq data revealed that cohesin binds to B cell chromatin in a stage-specific manner. 

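The similarity of replicates was measured by the Jaccard index, the number of sites called in both of a pair of replicates divided by the number called in either. Its mean was 0.244 for pairs of replicates within a time point and 0.180 for pairs from different time points. The difference of 0.0639 was tested by an exact permutation test over the 280 ways to divide the 9 replicates into 3 groups of 3, which gave a one-sided p = 0.00714. Within a time point, the index ranged from 0.274 to 0.425 in 96 h-stimulated B cells, from 0.189 to 0.377 in resting B cells and from 0.0214 to 0.260 in 48 h-stimulated B cells. The low values at 48 h all involved replicate 2, whose index with any other replicate was at most 0.0301, whereas the lowest index among the other 8 replicates was 0.0863. The mean within 48 h-stimulated B cells, 0.104, was below their means with resting (0.165) and 96 h-stimulated B cells (0.146). The index of replicates 1 and 3 at 48 h, 0.260, was below theirs with replicate 1 of resting cells (0.261 and 0.268). It was above all their other indices, which were at most 0.248. The difference of 0.0639 fell most when a 96 h replicate was left out. Without replicate 3 of 96 h-stimulated B cells it fell to 0.0260 (exact permutation test, one-sided p = 0.161), without replicate 2 to 0.0270 (exact p = 0.161) and without replicate 1 to 0.0495 (exact p = 0.1). Without replicate 1 or replicate 2 of resting B cells it was 0.0548 and 0.0574 (exact permutation p = 0.05 for both).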

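The pooled list of resting B cells held 5690 peaks, which fell into 5687 sites once overlapping peaks of the 3 pooled lists had been merged. The pooled list of 48 h-stimulated B cells held 5579 peaks in 5548 sites. The replicates varied more than these numbers. In resting B cells, 2097, 821 and 3578 peaks were called in replicates 1, 2 and 3, a mean of 2165 ± 1380 (SD, n = 3). In 48 h-stimulated B cells, 1538, 5254 and 1563 peaks were called, a mean of 2785 ± 2138 (SD, n = 3). The log2 ratio of the geometric mean number of peaks at 48 h to that in resting cells was 0.35, which an exact permutation test did not separate from 0 (two-sided p = 0.7). With 3 replicates against 3, the smallest p this test can give is 0.1. The direction was not stable. The log2 ratio was -0.24 without replicate 2 of the 48 h-stimulated B cells, -0.23 without replicate 2 of the resting B cells, -0.24 under a stricter score threshold and -0.0921 for the base pairs covered by peaks.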

Peak calling with a stringent cut-off criteria of 0.05 false discovery rate (FDR) identified 5687 cohesin binding sites in resting B cells (Fig. 1A), and 5547 binding sites in cells stimulated for 48 h with LPS and IL-4. 

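In 96 h-stimulated B cells, the pooled list held 12806 peaks, and no 2 of them shared a site. Its replicates 1, 2 and 3 held 2807, 4552 and 8579 peaks, a mean of 5313 ± 2960 (SD, n = 3). The log2 ratio of the geometric means was 1.38 against resting B cells (exact permutation test, two-sided p = 0.2) and 1.04 against 48 h-stimulated B cells (exact p = 0.3). Over all 3 time points, the difference in the number of peaks was not larger than the spread between replicates (F = 1.64 on the log10 scale, exact permutation test over all arrangements of the 9 replicates, p = 0.279). The cells at 96 h also differed from the others in having been enriched for IgG1-positive cells, so time and purification cannot be separated. The plot of peaks per replicate gives the 9 values.

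**Figure D1:**
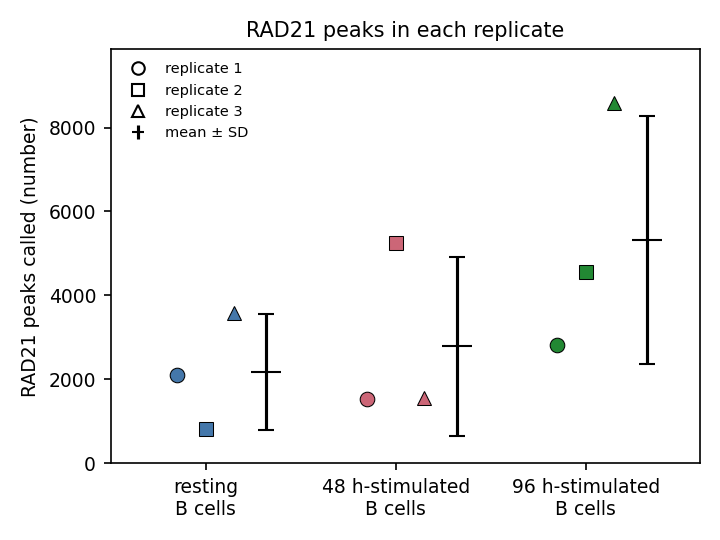
Number of RAD21 peaks called in each replicate (vertical axis) at each time point (horizontal axis), with symbols for replicates 1, 2 and 3 and the mean ± SD of the 3 replicates in black. The highest replicate had 4.36 times as many peaks as the lowest in resting B cells, 3.42 times at 48 h and 3.06 times at 96 h, and the SDs of the 3 time points overlap.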

The 96 h-stimulated B cells revealed 12803 binding sites for cohesin, implying either that cohesin binding to chromatin is more abundant in B cells stimulated for 96 h, or that the 96 h culture was more uniform, which may have resulted in a better signal-to-noise ratio and thus higher confidence peak calling. Nevertheless, the distribution of peaks clearly changed between resting, 48 h and 96 h stimulated cells.

**Figure 1:**
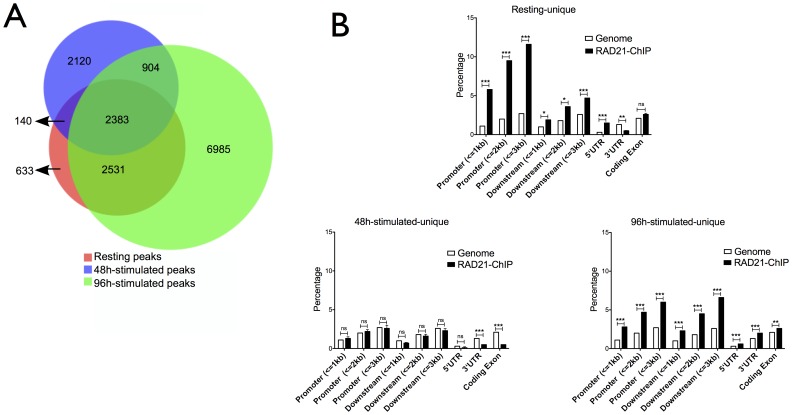
Cohesin binding sites. (A) Overlapping peaks of cohesin binding in cells with or without stimulation. Venn diagrams depict unique and common binding sites for cohesin in three different ChIP conditions based on 3 replicates, each using purified B cells pooled from 12 mice. Resting B cells: cohesin binding sites in the resting state. 48 h-stimulated B cells: binding sites detected after 48 hour stimulation of LPS and IL-4. 96 h-stimulate B cells: binding sites detected after 96 hours of stimulation with LPS and IL-4. (B) Enrichment of chromosomal features of ChIP regions. Cohesin peaks were aligned to RefSeq gene annotations by the use of CEAS tool. Each graph is based on sites unique to the indicated time point. Significance determined by one-sided binominal test. Asterisks represent p-values; ***: p<0.0001, **: p<0.001, ns: p>0.05.

We analyzed three biological replicates. Each replicate consisted of purified B cells pooled from 12 mice. 

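A pooled peak was taken as supported by a replicate when a peak of that replicate, from the same time point, overlapped it by 1 bp or more. At least 1 replicate supported 68.9% of the pooled peaks of resting B cells (exact binomial 95% interval 67.7 to 70.1%), 75.2% of those of 48 h-stimulated B cells (74.1 to 76.4%) and 71.1% of those of 96 h-stimulated B cells. At least 2 replicates supported 31.0%, 14.1% and 35.8%, and all 3 replicates 9.44%, 1.77% and 14.6%. The intervals cover counting error only. At each time point, much of the support came from 1 replicate. Without replicate 3, 40.4% of the resting and 41.9% of the 96 h peaks had support from the other replicates. At 48 h, replicate 2 alone supported 2188 of the pooled peaks, and without it 36.0% had support.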

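The 3 pooled lists together covered 15705 sites, of which 2382 lay in all of them and 634 only in the list of resting B cells. A further 2533 sites were in the resting and 96 h lists only, and 138 in the resting and 48 h lists only. Each pair of lists overlapped far beyond chance. Of the resting peaks, 4918 overlapped a 96 h peak and 2519 a 48 h peak, whereas 1000 random circular shifts of the lists along the chromosomes gave means of 12.7 and 4.11 (one-sided permutation p = 0.001 for both, the smallest these shifts can give). Of the 634 peaks found only in the resting list, 43.7% had a peak in at least 1 resting replicate, 25 in at least 2 and 0 in all 3. Their scores were low within the list, with a median at percentile 21.6, against percentile 70.7 for resting peaks present in all 3 lists. The number unique to the resting state was 1684 when every pooled list was limited to its 5579 highest-scoring peaks, the alternative that moved it most, and 1407 when 96 h peaks supported by replicate 3 alone were left out. The number shared by all time points fell to 336 under a stricter score threshold. This was a single minimum of 13.73 for all pooled lists, whose median scores were 15.02 in resting, 10.01 in 48 h-stimulated and 16.14 in 96 h-stimulated B cells. It thus removed a larger share of the 48 h list than of the others.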

Between all three time points 2383 sites were shared, and 140 sites were unique to the resting state. The 48 h time point yielded 2120 unique cohesin sites, and 6985 sites were only present in 96 h-stimulated cells. 

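In the pooled lists, 2127 sites were found only at 48 h, 6990 only at 96 h and 901 at both of these times but not in resting cells. Replicate 2 of the 48 h-stimulated B cells had a peak at 1812 of the 2127 sites (85.2%), replicate 1 at 11 and replicate 3 at 22. Without the pooled peaks supported by replicate 2 alone, 325 sites were unique to 48 h. A motif was learned from 524 sites called in at least 6 of the 9 replicates, with the consensus NNNNGCGCCCCCTNGTGGNN. On chromosomes not used to learn it, 3.96% of the sites unique to 48 h held a match, close to the 3.69% of windows 1 kb away. Of the same 2127 sites, 65.5% held a tandem repeat of at least 20 bases with a unit of up to 4 bases, against 5.95% of windows 1 kb away. The sites unique to 96 h held the motif in 93.7% of cases and a tandem repeat in 3.03%. At least 1 replicate of the 96 h-stimulated B cells had a peak at 58.2% of the 6990 sites, at least 2 at 1201 sites and all 3 at 260 sites. With lists matched in size, 1691 sites were unique to 96 h, beside 1684 to the resting state and 2570 to 48 h. Without the pooled peaks supported by replicate 3 of the 96 h-stimulated B cells alone, 4587 were unique to 96 h.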

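At the level of replicates, sites were counted that had a peak in every replicate of a time point and in no replicate of another. There were 601 such sites in 96 h-stimulated but not resting B cells, and 827 in 96 h- but not 48 h-stimulated B cells. In the opposite directions there were 9 sites in resting but not 96 h-stimulated cells and 3 in 48 h- but not 96 h-stimulated cells. Between resting and 48 h-stimulated cells, 126 sites were present in all resting replicates only and 6 in all 48 h replicates only. Regrouping these 6 replicates gave up to 180 all-or-none sites, more than the 132 of the real groups. The counts also depend in part on the number of peaks. With every replicate limited to its 821 highest-scoring peaks, they were 58 and 75 for the sites of 96 h-stimulated cells and 46 and 10 for the opposite directions. Between resting and 48 h-stimulated cells they were 56 for all resting replicates only and 6 for all 48 h replicates only. The imbalance of that pair thus remained at equal list length. A site in all 48 h replicates must be in replicate 2, however, which shared few sites with any other replicate. Without that replicate, at full list length, the numbers were 129 and 74, where a site needed fewer peaks at 48 h. The imbalance thus depends largely on replicate 2. Among the sites in 96 h-stimulated but not resting cells, the highest median score percentiles belonged to chromosome 11 from 94347361 to 94347696, in untranslated exon 1 of Spata20, and chromosome 12 from 3390922 to 3391221, in intron 5 of Kif3c. Among those in resting but not 48 h-stimulated cells they belonged to chromosome 7 from 132782401 to 132782732, 35393 bp from the start of Il21r, and chromosome 11 from 117685995 to 117686348, in intron 1 of Afmid. Of these 4 sites, all but that at Spata20 had a peak in all 3 pooled lists, so a peak missing from every replicate was not always missing from the pooled sample. The paper reasons from the numbers of shared and unique sites in the pooled lists.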

We conclude that cohesin occupancy significantly differs before, during and at a late stage of LPS/IL-4 induced B cell activation and Ig class switching.

### Extensive changes of cohesin binding at gene expression control regions

Since cohesin contributes to the control of gene expression and since the induction of Ig class switching involves B cell activation and specific changes in gene expression, we analyzed the cohesin binding sites specific for either time point for their potential association with transcription. Cohesin association with transcriptional elements was determined using RefSeq gene annotations through cis-regulatory element annotation system (CEAS) [26]. 

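The time point-unique sites of the pooled lists were assigned to gene features by the position of their centre. The features came from the 51733 protein-coding transcripts of GENCODE release M1 on mm9, used here in place of RefSeq. Promoters and downstream regions were the 1, 2 or 3 kb before the start and after the end of a transcript. The genome-wide share of a feature was its share of the 2558509480 sequenced base pairs of chromosomes 1 to 19, X and Y. It was 3.43% for promoters within 3 kb, 3.58% for downstream regions within 3 kb, 0.264% for 5′UTRs, 1.05% for 3′UTRs and 1.40% for coding exons. Enrichment is the share of sites divided by this share. As in Fig. 1B, it was tested by a one-sided binomial test, in the direction of the observed difference, and the p-values are unadjusted. Sites of a list are not replicates, so this test sets a list against the genome and not the time points against each other.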

We compared binding of cohesin to a selected region to the average genome-wide binding.

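Of the 634 sites unique to resting B cells, 57 lay within 1 kb upstream of a transcription start, 8.99% of the sites (exact binomial 95% interval 6.88 to 11.5%) and 7.28 times the genome-wide share (p = 1.4e-30). Within 2 kb there were 82 sites, a 5.49-fold enrichment (binomial p = 3.7e-35), and within 3 kb 100 sites, a 4.60-fold enrichment (p = 1.6e-36). Under the stricter score threshold, the enrichment within 1 kb was 7.63-fold.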

In resting B cells, cohesin significantly (p<0.0001) binds about 4-fold more frequently to promoter regions at a distance of <1 kb, <2 kb and <3 kb from the start site than to average genomic regions (Fig. 1B). 

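Coding exons held 13 of the resting-unique sites, 2.05% (1.10 to 3.48%), which is 1.47 times the genome-wide share (one-sided binomial p = 0.112).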

Within coding exons, however, cohesin was not enriched. Cohesin was found app. 2-fold more frequently at downstream regions of genes and app. 5-fold more frequently at 5′UTRs, but underrepresented at the 3'UTR.

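Downstream regions within 1, 2 and 3 kb held 17, 30 and 45 of the resting-unique sites. The enrichment was 1.99-fold (one-sided binomial p = 0.00644), 1.89-fold (p = 8.7e-04) and 1.98-fold (p = 1.6e-05). At 5′UTRs there were 9 sites, a 5.38-fold enrichment (binomial p = 6.1e-05). At 3′UTRs there were 11 sites, 1.74% of the sites (0.869 to 3.08%) and 1.65 times the genome-wide share (binomial p = 0.0744). The value at 3′UTRs depended on the setting, with a log2 enrichment of 1.42 under the stricter score threshold (binomial p = 8.4e-04). It was 0.19 when all pooled lists were first limited to peaks supported by at least 2 replicates (4 of 329 sites, binomial p = 0.453). That limit remakes the set, since a site also counts as unique where the peaks of other lists lack such support.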

At day 2 this pattern completely changed. There was no enrichment or depletion for cohesin at any of the promoter or downstream regions, nor at the 5'UTRs. Thus, upon induction of Ig class switching cohesin became redistributed to a genomic average at these loci. 

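Of the 2127 sites unique to 48 h-stimulated B cells, 39 lay within 1 kb upstream of a transcription start, 1.48 times the genome-wide share (one-sided binomial p = 0.0114). The enrichment was 1.28-fold within 2 kb (binomial p = 0.0310) and 1.23-fold within 3 kb (p = 0.0274). After Benjamini-Hochberg adjustment over the 27 tests of 9 features at 3 time points, these p-values were 0.0154, 0.038 and 0.0352. Downstream regions within 1, 2 and 3 kb held 23, 45 and 64 sites, which is 0.804, 0.844 and 0.841 times the genome-wide share (binomial p = 0.169, 0.138 and 0.0847). At 5′UTRs there were 0 sites (p = 0.00362), which allows a share of up to 0.173% (exact binomial 95% interval). These values mainly describe replicate 2. Without the pooled peaks that it alone supported, the log2 enrichment at promoters within 3 kb was 0.59 (binomial p = 0.0584) and that at 5′UTRs was -1.44 (p = 0.424). At promoters this is 1.52-fold, above the 1.23-fold of all sites, so the higher p goes with the 325 sites left and not with a lower enrichment.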

The underrepresentation of cohesin at 3'UTRs was maintained, but the coding exons became depleted of cohesin.

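At 3′UTRs there were 9 of the sites unique to 48 h, 0.403 times the genome-wide share (one-sided binomial p = 0.00119). In coding exons there were 7, 0.236 times that share (binomial p = 6.0e-07). With the pooled peaks supported by replicate 2 alone left out, neither depletion passed the threshold. The log2 enrichment was then -1.38 at 3′UTRs (binomial p = 0.144) and -0.16 in coding exons (p = 0.525). With 325 sites left, the value at 3′UTRs was 0.293 times the genome-wide share. The depletion there did not shrink, while that in coding exons did, to 0.882 times.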

At the late 96 h time point, a cohesin pattern was re-established that largely reflected that of resting B cells. The differences were not as succinct, but cohesin was enriched app. 2-fold at promoter and downstream regions and at the 5'UTR. 

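Of the 6990 sites unique to 96 h-stimulated B cells, 301 lay within 1 kb upstream of a transcription start, a 3.49-fold enrichment (one-sided binomial p = 1.0e-73). It was 2.85-fold within 2 kb (binomial p = 2.2e-86) and 2.502-fold within 3 kb (p = 4.6e-89). Downstream regions were enriched 2.69-, 2.76- and 2.77-fold within 1, 2 and 3 kb (binomial p = 1.2e-42, 2.5e-84 and 4.0e-123). At 5′UTRs there were 54 sites, a 2.93-fold enrichment (binomial p = 1.3e-11).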

Cohesin was mildly enriched at coding exons. 

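Coding exons held 155 of the sites unique to 96 h, 1.59 times the genome-wide share (one-sided binomial p = 3.9e-08). When all pooled lists were first limited to peaks supported by at least 2 replicates, the log2 enrichment was 0.10 (45 of 2998 sites, binomial p = 0.331). These are not the supported part of the 6990 sites, because the limit also makes further sites unique to 96 h.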

The only large difference to resting cells is in 3'UTRs, which are less bound by cohesin in resting B cells, but cohesin-enriched in B cells at day 4.

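At 3′UTRs there were 148 of the sites unique to 96 h, 2.12% of the sites (1.79 to 2.48%) and 2.02 times the genome-wide share (one-sided binomial p = 8.2e-15). This interval and that of the resting-unique sites at 3′UTRs overlap. Over all peaks of each replicate, not only the unique ones, the share at 3′UTRs was 2.01% ± 0.232 (SD, n = 3) in resting and 2.10% ± 0.184 (SD, n = 3) in 96 h-stimulated B cells (exact permutation test, two-sided p = 0.8).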

This data suggest a very significant reshuffling of cohesin at genes and their transcriptional control elements when B cells become activated and switch their Ig class.

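The shares of all peaks at gene features were also compared between the replicates of the 3 time points. The share of peaks at promoters within 3 kb was 12.9% ± 0.366 in resting, 7.73% ± 3.26 in 48 h-stimulated and 10.3% ± 0.219 in 96 h-stimulated B cells (SD, n = 3 for each). Every resting replicate lay above every 96 h replicate, and every 96 h replicate above every 48 h replicate. The difference between the 3 groups was larger than the spread between replicates (F = 5.49, exact permutation test, p = 0.00357, the smallest 9 replicates in 3 groups can give here, and 0.00804 after Benjamini-Hochberg adjustment over 9 features). Each pair of time points gave the lowest p that 3 against 3 allow. Among the 48 h replicates, the share was 9.43% and 9.79% in replicates 1 and 3 and 3.98% in replicate 2, and without replicate 2 the groups still separated (F = 92.4, exact p = 0.00357). Leaving out 1 replicate at a time, the exact p was highest without replicate 2 of resting B cells (F = 3.48, exact p = 0.025). Downstream regions within 3 kb also separated the groups (exact p = 0.00357), but there every 96 h replicate (9.65 to 9.82%) lay above every resting replicate (9.30 to 9.62%), the opposite order to promoters. The exact p was 0.0357 and 0.0143 downstream within 1 and 2 kb, 0.0571 at 5′UTRs, 0.0286 at 3′UTRs and 0.0786 in coding exons, and promoters within 1 and 2 kb gave the same p as within 3 kb. From the enrichments of the unique sites at genes, the paper proposes that cohesin is moved at genes and their control elements on activation.

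**Figure D2:**
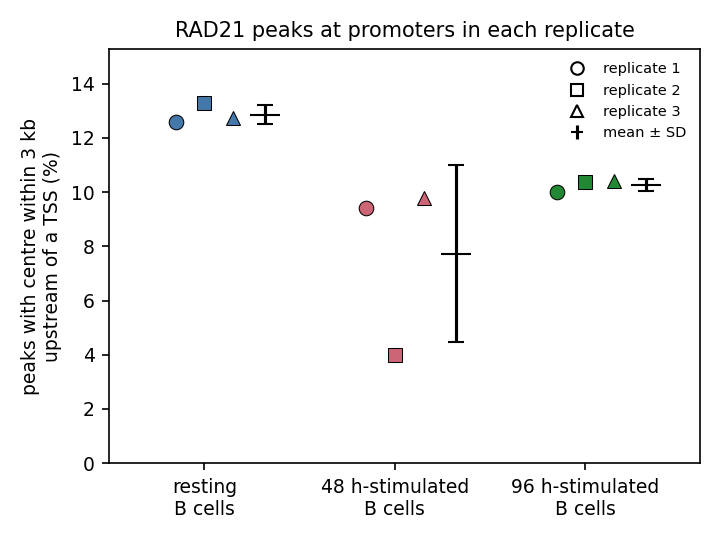
Share of the RAD21 peaks of each replicate whose centre lies within 3 kb upstream of a transcription start site (vertical axis, %) at each time point (horizontal axis), with symbols for replicates 1, 2 and 3 and the mean ± SD in black. Resting replicates lie between 12.6 and 13.3% and 96 h replicates between 10.0 and 10.4%, while replicate 2 at 48 h, at 3.98%, lies apart from the other 48 h replicates.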

### Cohesin is underrepresented at switch regions

It remains largely elusive how remote S regions are brought into physical proximity and how the synapsis between donor and acceptor S regions is maintained through CSR. S regions have not yet been analyzed with respect to cohesin association. To determine whether cohesin may be involved in establishment and/or maintenance of S/S synapsis, we searched for cohesin enrichment at S regions at the three time points. We measured the RAD21 reads at the centers of Sμ and Sγ1 and at increasing distance from these centers. The reads were normalized to input control. Based on this, the enrichment plots were generated to show the cohesin representation at and next to the S regions (Fig. 2). To validate the approach, a random peak was chosen to display the enrichment around this peak's center. 

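The peak lists were searched for peaks at the coordinates of Sμ (1338 bp) and Sγ1 (5259 bp) on chromosome 12 of mm9 in the legend of Fig. 2. The annotation places Sμ upstream of Ighm (114659078 to 114660941) and Sγ1 upstream of Ighg1 (114567187 to 114568734), both on the minus strand. No peak overlapped either region in any of the 9 replicate or 3 pooled lists, nor with 1 or 5 kb added on each side. The nearest peak to Sμ in the pooled lists was 62371 bp away in resting, 22583 bp away in 48 h-stimulated and 62360 bp away in 96 h-stimulated B cells. The absence of peaks cannot show a depletion, since peak density alone predicts 0.00298, 0.00292 and 0.00670 peaks in Sμ in these lists. Of the 32-base words in the sequence, 38.6% occur only once in the genome in Sμ and 62.9% in Sγ1, against 100% and 98.6% in as much sequence on each side. Unique read positions may be fewer there for this reason, which the lists cannot show. The read counts behind Fig. 2B were not analysed here.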

Our analysis revealed that cohesin is under-represented for up to >10-fold at S regions in resting and at both time points after activation of class switching (Fig. 2B). At the latter two time points, cohesin was even further reduced compared to resting B cells. Similar results were obtained for the Sγ2a region, indicating that lower cohesin binding is not specific to the Sμ and Sγ1 regions. Like at Sμ and Sγ1, there was even less cohesin bound after B cell activation although Sγ2a does not undergo switch recombination. Since S regions thus feature a cohesin-poor environment, we speculate that facilitation of Sμ/Sx region synapsis by cohesin is rather unlikely.

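At Sγ2a, which is 3590 bp long, no list held a peak either, and the nearest pooled peaks were 34443 bp away in resting, 67439 bp away in 48 h-stimulated and 34408 bp away in 96 h-stimulated B cells. The lists predict 0.0227, 0.0222 and 0.0510 peaks over the 10187 bp of the 3 regions together. In Sγ2a, 74.7% of the 32-base words occur once in the genome, close to the 75.7% beside it. From the low RAD21 read counts at the 3 regions before and after activation, the paper speculates that cohesin has little part in holding S regions together.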

**Figure 2:**
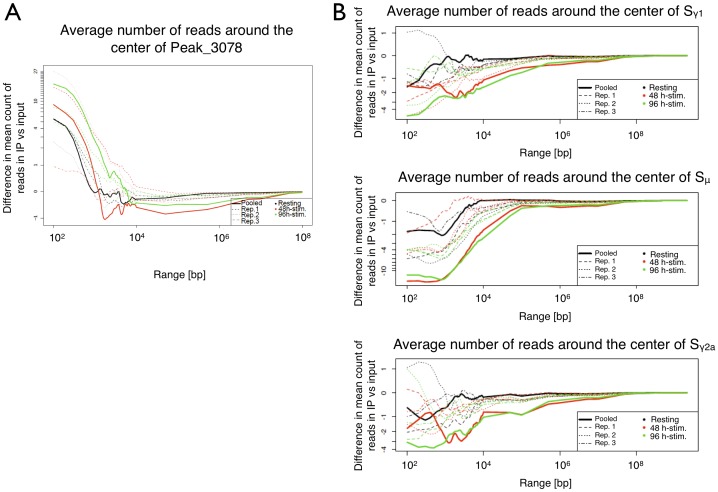
Cohesin representation at S regions. (A) A prominent MACS peak used as control (Peak 3078). (B) Counts of immunoprecipitated fragments within the S regions are plotted against the center of S regions. The coordinates of the regions under investigation: Peak 3078: chr12: 114384401-114384577; Sμ: chr12:114663654-114662317; Sγ1: chr12:114576873-114571615; Sγ2a: chr12:114530197-114533786.

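Peak 3078 is the entry of that number in the pooled list of 96 h-stimulated B cells, where it ranked at percentile 60.5 by score. It lies outside genes, 5646 bp from the nearest protein-coding start, that of Crip1. Replicate 3 of the 96 h-stimulated B cells had a peak there from 114384385 to 114384623, and the pooled list of resting B cells had a peak from 114384373 to 114384518 at percentile 30.8. No other replicate and no 48 h list had a peak overlapping it. It held a match to the motif of shared sites on the minus strand, AGGGGCGCCGTCTAGTGGGC, at 114384466 to 114384485.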

### Cohesin binds to shared and unique sites at the Igh locus

RAD21 cohesin binds to CTCF sites in proB cells and it is likely that cohesin and CTCF facilitate V(D)J recombination by modulating long-range interactions in pro-B cells [9], [19]. To start elucidating whether cohesin may play a similar role in class switch recombination, we traced the genome wide differential binding of cohesin at the *Igh* locus.

To test the potential impact of cohesin binding on class switch recombination, in particular transcription associated to CSR, cohesin binding sites at the *Igh* locus were investigated and potential co-binding of cohesin with CTCF, PolII and B cell transcription factors PAX5 and EBF1 analyzed [20], [27], [28].

Publicly available ChIP-Seq raw data were processed and used for comparison. We first analyzed differential binding of cohesin, CTCF in *Rag1^-/-^* pro-B cells and EBF1 in resting splenic mature B cells (Table S1).

Our analysis revealed that the *Igh* locus enhancer Eμ, which is shown to be in physical proximity of the 3′RR region, is bound by cohesin neither in pro-B cells nor in mature B cells (Fig. S2) [21]. 

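Eμ lies in the intron between the J segments and Sμ. In the 3070 bp from the end of Sμ to the nearest annotated J gene, 114663655 to 114666724 on chromosome 12 of mm9, none of the 12 peak lists held a RAD21 peak. Eμ was taken as this interval because the paper's text gives no coordinates for it. The lists of pro-B cells were not analysed here.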

CTCF is enriched (please consider the scale, adjusted to the very strong 3′ CTCF signals) at the Eμ enhancer in mature B cells, implying that the Eμ-3′RR interaction might be facilitated via CTCF at these sites but not by cohesin binding, suggesting a cohesin-independent action of CTCF. Co-localization of EBF1 and PolII at Eμ provides further evidence for Eμ enhancer activity in mature B cells.

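In the part of chromosome 12 drawn in Fig. 3, 8 RAD21 sites lay close together between 114454213 and 114462762 (mm9). The annotation used here has no gene there, and the nearest protein-coding start, that of Tmem121, is at least 30099 bp away. The pooled list of 96 h-stimulated B cells had a peak at all 8 sites, and those of resting and 48 h-stimulated B cells at 4 each. The site called most often, at 114460307 to 114460861, had a peak in 2 replicates of resting cells, 2 at 48 h and 3 at 96 h. The next, at 114458774 to 114459074, had a peak in 2 replicates of resting cells, 1 at 48 h and 3 at 96 h. The site at 114462531 to 114462762 had a peak in 0 replicates of resting cells, 2 at 48 h and 1 at 96 h. Replicate 2 of resting and replicate 2 of 48 h-stimulated B cells had none at any of the 8. At a single site, 3 replicates against 3 cannot give a two-sided Fisher's exact p under 0.1, and for 0 against 2 replicates it is 0.4. All 8 sites held a match to the motif of shared sites, each on the minus strand.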

Since frequent cohesin binding was observed at the 3'RR (Fig. S2), we analyzed this in more detail. The 3′ end of the murine *Igh* locus contains four quasi-palindromic DNAseI hypersensitive sites (HS3a, HS1,2, HS3b and HS4) that are required for CSR [29]. Downstream of HS1-4 localizes another subset of hypersensitive sites (HS5-7) that possess conserved, overlapping CTCF and cohesin binding sites [30]. The deletion of HS5-7 region had no effect on CSR [31].

In addition to the common cohesin/CTCF sites at the 3′ end of the *Igh* locus, we identified a rather novel cohesin/CTCF site towards the 3′ end of the intronic α constant region (intronic Cα-iCα), which overlaps with the initiation of PolII enrichment in activated mature B cells (Fig. 3). This site was only very recently described in an activated B cell line [25]. 

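The site near Cα lay at 114495493 to 114495789 on chromosome 12 (mm9). The annotation used here has no gene at this position, and its nearest protein-coding start, that of Gm900, is 15668 bp away. Replicates 1 and 3 of resting and replicate 3 of 96 h-stimulated B cells had a peak there, as did the pooled lists of resting and 96 h-stimulated B cells. No 48 h list did. Presence in 2 of 3 resting against 0 of 3 48 h replicates gave a two-sided Fisher's exact p = 0.4. Both pooled peaks and all 3 replicate peaks remained under the stricter score threshold. CTCF and PolII data were not analysed here.

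**Figure D3:**
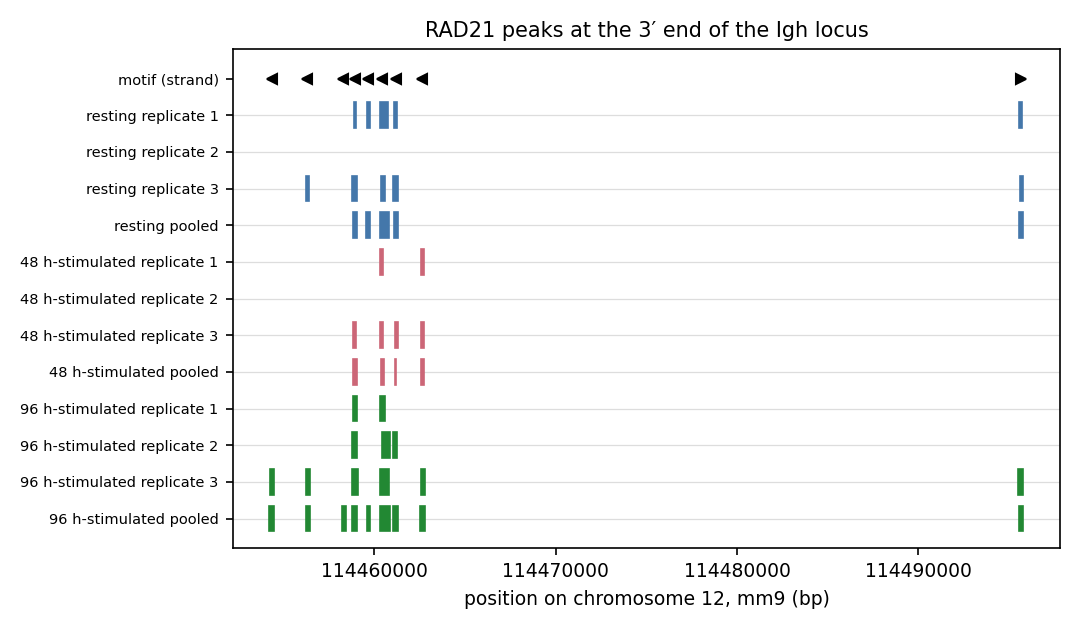
RAD21 peaks (boxes, drawn to scale) in each replicate and pooled list along chromosome 12 of mm9 (horizontal axis, bp), with arrowheads for the strand of the best motif match in each site. The 8 sites between 114454213 and 114462762 form a cluster with motifs on the minus strand, and the site at 114495493, with a motif on the plus strand, has no peak in any 48 h list.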

PolII enrichment indicates the active transcription through HS1-4 DNAseI hypersensitive sites and the novel cohesin/CTCF site marks the initiation of this transcription. We hypothesize that this stage-specific cohesin/CTCF site is likely to be necessary for the transcription of 3′ enhancer units that are critical for class switch recombination. Transcription factors EBF1 and PAX5 bind to HS5-7 only at one site, 3RR2 (Fig. 3 and Fig. S3).

**Figure 3:**
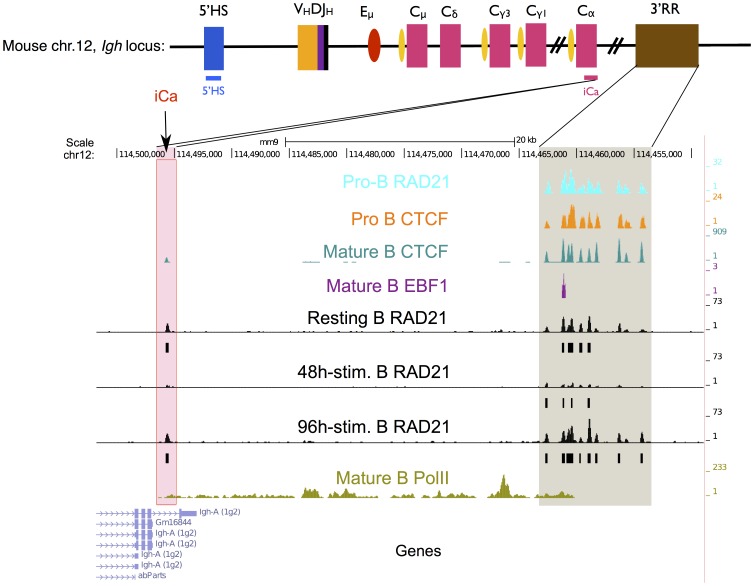
Shared and common binding events at the Igh locus. A stage-specific cohesin/CTCF site (iCa) is shown together with 3′ RR cohesin/CTCF sites.

In addition to 3′ cohesin binding events, a prominent cohesin binding site (5′HS) at the 5′ flanking region of *Igh* is observed (Fig. S4). This site corresponds to a hypersensitive site located in an intronic region of the neighboring 5′ gene, *Zfp386* [32]. This 5′HS is bound by CTCF in pro- and mature B cells, but cohesin binding is present only in mature B cells. 

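In the gene Zfp386 (chromosome 12, 117280562 to 117299060, plus strand, mm9), the lists held a single RAD21 site, at 117288017 to 117288226. It lies in intron 1 of transcript Zfp386-203 and also in untranslated exon 2 of Gm17626 on the opposite strand. It held a match to the motif of shared sites.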

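The RAD21 site in Zfp386 was present in the pooled lists of resting and 96 h-stimulated B cells and absent from that of 48 h-stimulated B cells. Among the replicates, only replicate 3 of the 96 h-stimulated B cells had a peak there, so the replicates do not separate the time points (0, 0 and 1 of 3 replicates). Under the stricter score threshold, it remained in 1 pooled list and in 0 replicates.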

Cohesin is diminished at day 2 when the B cells undergo class switching and re-appears at day 4. EBF1 is not present at this site, although RNA PolII shows a moderate peak. Although an *Igh*-regulatory role has previously been suggested for this HS site, the site was shown to have no effect on CSR or on VDJ recombination [32], [33].

### Changes of cohesin binding patterns at B cell-relevant gene loci

Since cohesin regulates transcription we also analyzed stage-specific cohesin binding changes at gene loci of particular importance for B cell biology.

Binding changes of cohesin at the *Aicda* locus are of interest with respect to a potential role of cohesin in modulation of CSR, since stage-specific expression of AID is indispensible for CSR. We determined shared CTCF/cohesin sites (Fig. S5) that are present in the first intron (site a), the last exon (site c) and in the second intron (site b) of the AID gene. The first intron (site a) contains low amounts of CTCF and cohesin, but it is specific to mature B cells. However, sites a and b were not detected as statistically significant cohesin peaks with the applied 0.05 FDR cut-off, although at a slightly less stringent cut-off they were. The CTCF enrichments at those sites were significant (Fig. S5). Cohesin was not enriched at the *Aicda* gene in 48 h-stimulated B cells.

The expression of B cell master regulator PAX5 is diminished as B cells differentiate into plasma cells upon completion of class switching [34]. Therefore, we investigated differential binding of cohesin at the *Pax5* gene locus (Fig. 4A).

**Figure 4:**
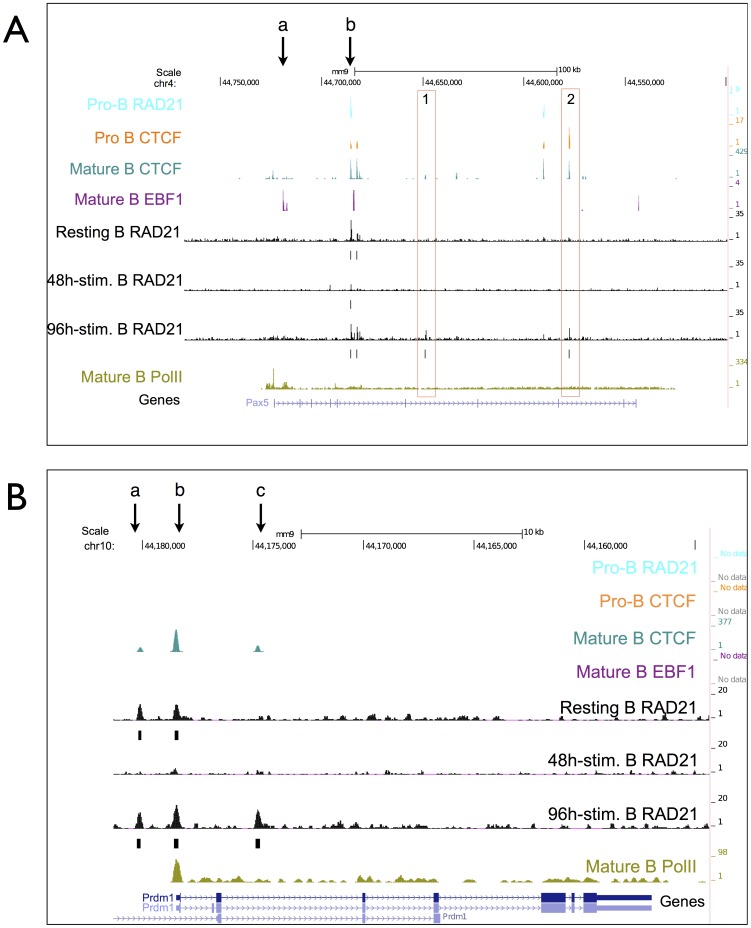
Binding profiles at the Pax5 and Prdm1 gene loci. (A) Binding profiles at the Pax5 gene locus. ChIP-seq profiles of RAD21, CTCF, EBF1 and PolII binding at the Pax5 gene. (B) Binding profiles at the Prdm1 gene locus - ChIP-seq profiles of RAD21, CTCF, EBF1 and PolII binding at the Blimp-1 gene.

Correlation of CTCF, cohesin and EBF1 binding is often observed at sites of PolII enrichment (Fig. 4A and data not shown). One EBF1 binding site, site b, is enriched by cohesin and CTCF both in pro- and and mature B cells, whereas the upstream EBF1 site, site a, is enriched only for CTCF and only in mature B cells. This site corresponds to the TSS with high levels of PolII. These two EBF1 sites (a and b) are suggestive of a promoter-enhancer interaction since site b is identified as a cis-regulatory site important for B-cell specific Pax5 expression [35]. 

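Fig. 4A shows Pax5 on chromosome 4 of mm9 (44544017 to 44724318, minus strand). Site b corresponds to a RAD21 site at 44685435 to 44685679, in intron 5 of transcript Pax5-001 and in intron 1 of Gm12462 on the other strand. A peak was called there in 3 of 3 replicates of resting cells, 0 of 3 at 48 h and 1 of 3 at 96 h. For resting against 48 h this is the largest difference 3 replicates can show, with a two-sided Fisher's exact p = 0.1. Under the stricter score threshold, the site remained in 1 replicate, replicate 3 of resting cells, and in 2 pooled lists. All 3 pooled lists, that of 48 h-stimulated B cells included, had a peak at site b. A further RAD21 site in the same intron, at 44682441 to 44682660, was in the resting and 96 h pooled lists and in replicate 3 at 96 h. No list had a RAD21 peak at the transcription start.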

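The RAD21 site nearest to the mark c of Fig. 4A lay at 44648572 to 44648733, in intron 6 of Pax5-001. It was called in the pooled list of 96 h-stimulated B cells and in no other list, the 3 replicate lists of that time point included. It was lost under the stricter score threshold. Its motif match was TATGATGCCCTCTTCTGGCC on the plus strand.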

Cohesin binding at site number c appears only in switched B cells and is intronic. This site is also bound by CTCF. Site number d represents a site conserved for CTCF, but not for cohesin. 

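The RAD21 site nearest to the mark d of Fig. 4A lay at 44577534 to 44577760, in intron 8 of Pax5-001. The pooled list and replicate 3 of the 96 h-stimulated B cells had a peak there, also under the stricter score threshold, and no resting or 48 h list did. With 1 of 3 replicates at 96 h against 0 of 3 at each other time point, the two-sided Fisher's exact p was 1. Its motif match, TTTGCTGCCCTCTAGTGGCC on the minus strand, scored highest of the named sites at 23.75 log2 odds.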

Cohesin binding at this site is observed only after 96 hour of stimulation. Those two cohesin binding events might suggest a role for turning off *Pax5* gene expression as B cells express IgG1 on the cell surface and become plasma cells.

The transition of splenic mature B cells into plasma cells is modulated by the transcription factor BLIMP-1 (B lymphocyte-induced maturation protein-1). BLIMP-1 is expressed in plasma cells and in a subset of germinal center B cells [36]. Forced expression of Blimp-1 drives mature B cells to plasma cell stage [37]. Therefore, we addressed binding changes of cohesin at the Blimp-1 gene, *Prdm1*, upon stimulation of the cells. 

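Prdm1, which encodes BLIMP-1, lies on the minus strand of chromosome 10 (44156983 to 44248307, mm9), and its transcript Prdm1-001 starts at 44178554. A RAD21 site at 44178365 to 44178596 covered this start and the untranslated part of exon 1. It was in the pooled lists of resting and 96 h-stimulated B cells and in replicate 3 of the 96 h-stimulated B cells. The best match to the motif of shared sites within it, 6.48 log2 odds, was below the threshold of 9.26.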

The *Prdm1* promoter contains a binding site for CTCF and cohesin specific for mature B cells (Fig. 4B, site b). Around 2 kb upstream of the promoter another cohesin/CTCF site specific for mature B cells (Fig. 4B, site a) is present. 

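Site a corresponds to a RAD21 site at 44180065 to 44180244, upstream of Prdm1-001 and in intron 1 of the longer transcript Prdm1-003. It was in the pooled lists of resting and 96 h-stimulated B cells and in no replicate list. Its best motif match, 4.59 log2 odds, was also below the threshold.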

At both sites, cohesin binding is reduced 48 h after initiation of stimulation. Moreover, cohesin binds frequently to a CTCF site (Fig. 4B, site c) in the second intron of *Prdm1* gene only after 96 hours of stimulation. 

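No 48 h list, pooled or replicate, held a peak at site a or site b of Prdm1. Since the resting replicates had none either, the difference between resting and 48 h-stimulated B cells is between pooled samples only and has no replicate check. Neither site remained in any list under the stricter score threshold.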

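Site c corresponds to a RAD21 site at 44174697 to 44174908, in intron 3 of Prdm1-001 by the annotation used here. It was called in the pooled list of 96 h-stimulated B cells alone, in none of the 9 replicates, and not under the stricter score threshold. Its best motif match, 8.39 log2 odds, was below the threshold.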

Binding kinetics of cohesin at this CTCF site might be critical for higher *Prdm1* expression levels necessary for plasma cell identity. 

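Over Pax5 and Prdm1 together, the lists held 7 RAD21 sites in the parts drawn in Fig. 4. The pooled list of 96 h-stimulated B cells had a peak at all 7, that of resting B cells at 4 and that of 48 h-stimulated B cells at 1. Among the replicates, only site b of Pax5 was called in more than 1 of the 9. The paper reasons from binding profiles in which some sites appear only at 96 h and others are reduced at 48 h.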

We conclude that cohesin binds to *Pax5* and *Prdm1* gene loci in a stage-specific manner and therefore cohesin is likely to regulate chromosomal interactions for the regulation of expression of these genes.

## Discussion

Given that cohesin regulates distinct molecular events, i.e. transcription and recombination, we directed our analysis to identify cohesin's potential roles in late B cell maturation and B cell class switch recombination and used primary mouse splenic B cells for these analyses. By performing ChIP-seq, we revealed that cohesin is enriched at sites of transcription in resting and 96 h-switch-stimulated B cells, but not in 48 h-stimulated B cells. Cohesin association to transcriptional sites implies that cohesin acts in regulation of transcription, probably by facilitation of promoter-enhancer interactions and/or RNA polII binding to those sites. Upon stimulation for 48 h, cohesin associated less with transcriptional elements. Such a pattern could be explained by the fact that during class switch recombination cells undergo several rounds of division. Presence of 5547 high-confidence cohesin binding sites in 48 h-stimulated B cells indicates that cohesin binding greatly changes upon stimulation for CSR. Since at this time point of stimulation the cells are highly activated and undergo extensive of proliferation, an overall reduction of heterochromatin and of cohesin binding to chromatin may be expected.

Our analysis reveals that cohesin is much underrepresented at S regions. Cohesin is less represented at S regions than in the flanking regions, contrary to a recent finding that suggests cohesin is associated with Sμ, although not Sγ1, upon switch-activation [25]. The difference may be explained in several ways. We have performed a more detailed analysis of the S and S-flanking regions. Our strategy of having biological replicates, which are then pooled at the stage of mapping the reads to the mouse genome, boosts signal to noise ratio and consequently increases predictive power of the peak calling algorithm. Claudepierre et al did not apply such a strategy. The use of different antibodies may also contribute somewhat to the difference. Claudepierre et al. have used an anti SMC3 antibody and thus an antibody recognizing the core SMC heterodimer of cohesin. We have used an anti RAD21 antibody and thus have targeted the much more labile kleisin subunit of cohesin, and thus those cohesin complexes that are truly bound to chromatin as fully intact cohesin complexes.

Our findings implicate that the cohesin-free nature of S regions is not specific for those S regions undergoing recombination but also seen at S regions that are not made accessible to recombination by GLT. If this is true, besides other processes like mis-regulation of AID expression, also the largely cohesin-free status of S regions may contribute to the high levels of oncogenic translocations occurring at the *Igh* locus [38]. Although cohesin is targeted to silenced chromatin in yeast, cohesin is not enriched at sites of convergent transcription in mammals [7], [39]. Therefore such underrepresentation of cohesin as seen in S regions could be distinct from other known functions of cohesin in gene regulation. Knock-down of cohesin subunits in the CH12 B cell line impaired CSR but not S region transcription, implying that cohesin plays a more global role in modulation of CSR [25]. Additionally, B cells derived from Cornelia de Lange Syndrome patients show increased microhomology-based end joining during CSR, suggesting that cohesin, and its loading factor NIPBL, are necessary for non-homologous end joining during CSR [40].

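The RAD21 site near Cα contains a 20-base match to the motif of shared sites, CCCACTGCCCTCTTGTGGAC, at 114495669 to 114495688 on the plus strand of chromosome 12 (mm9). Its score of 20.6 log2 odds is above that of each of the 8 sites of the 3′RR, which range from 12.5 to 20.5. Every 32-base word of the site occurs once in the genome. Pro-B cell data were not analysed here.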

Our findings demonstrate that the iCa binding site is only enriched by cohesin and CTCF, once the cells reach mature B cell stage. iCa contains a CTCF-binding motif and PolII binding is initiated there only in mature, activated B cells. PolII is enriched at the genomic region between iCa and 3′RR CTCF/cohesin binding sites. Between the last exon of Cα and 3′ CTCF/cohesin sites, a set of DNAse hypersensitive area act as enhancers for class switch recombination (HS3a, HS1,2, HS3b and HS4). Combined deletion of these enhancers blocks switching to all isotypes [41]. Given that cohesin sits at the 3′ Cα site only at the mature stage, and that this site overlaps to the region where PolII enrichment starts, an important role of cohesin/CTCF interplay for the control of 3′ enhancer activity could be anticipated. Molecular approaches to snap-shot chromatin interactions at a given time, i.e. chromosome conformation capture, could provide further evidence for cohesin's impact in the regulation of 3′ enhancer transcription which is indispensable for switch recombination.

We did not detect cohesin/CTCF binding at the Blimp1 (*Prdm1*) gene in proB cells. The *Prdm1* promoter is bound by cohesin and CTCF only in mature B cells. Interestingly, one site of intronic cohesin/CTCF enrichment is observed only after 96 h of stimulation. One can assume that this site is only bound by cohesin as Blimp1 expression increases to drive switched B cells to become plasma cells, i.e. CD138^+^ cells, which are present at the 96 h time point. We also revealed two stage-specific cohesin/CTCF binding events at the *Pax5* gene body activated only after 96 h of stimulation, implying these a role for the termination of PAX5 transcription, which is necessary for plasma cell differentiation. One of these cohesin sites coincides with a conserved CTCF site. However, the second cohesin site is enriched for CTCF only in mature, activated B cells. Possible interactions, including those regions at the *Pax5* locus should be further addressed to clarify a potential role for these sites in diminishing PAX5 expression upon plasma cell differentiation.

Together, these data indicate potential candidate regions of regulation, suggested by cohesin binding changes upon switch-stimulation. As patients with mutations in cohesin loading factor NIPBL reveal high levels of Ig isotype deficiency [42], learning about the stage-specific binding events at the *Igh* locus and at B-cell related genes, i.e. *Pax5* and *Prdm1* will open new avenues to understanding how cohesin contributes to regulation of B cell maturation, isotype switching and associated events.

## Materials and Methods

### Cell preparation and culture conditions

C57BL/6J wild-type (wt) mice were obtained from the Jackson Laboratories and maintained under pathogen-free conditions in the animal facility of the Medical Faculty Carl Gustav Carus. The experiments were performed under approval by the Animal Welfare Committee of the State of Saxony (permission number 24-9168.24-1/2010/25). Mice were used for tissue removal only under euthanasia conditions approved by the Animal Welfare Committee of the Technische Universität Dresden. Euthanasia was performed using carbon dioxide anesthesia. Splenic B cells were isolated from 8- to 10-week-old C57BL/6J mice. The spleen was dissected from the mouse, meshed on a 40 µm nylon mesh and resuspended in culture medium Hybridoma-SFM (12045-084, InVitrogen), supplemented with 10% FCS, 100 U/ml penicillin, 100 U/ml streptomycin and 5×10^−5^ M ß-mercaptoethanol. B cell cultures were prepared using B cells purified on MACS columns according to the manufacturers instructions (130-090-862, Miltenyi Biotec). For the switch to IgG1, purified B cells were cultured at a cell density of 3×10^5^ cells/ml in complete culture medium supplemented with 50 µg/ml LPS (L6511, Sigma) and 2 ng/ml mouse recombinant IL-4 (404ML, R&D Systems).

### Flow cytometry

B cells were washed with PBS supplemented with 2 mM EDTA and 0.5% BSA followed by staining with anti-mouse B220 antibody conjugated with Pacific Blue (103230, BioLegend) and anti-mouse IgG1 antibody conjugated with APC (406609, BioLegend). Stained cells were incubated for 20 minutes on ice and were washed twice. Cell surface staining measurements were carried out with BD LSR II Flow Cytometer and data plots were generated using FlowJo software.

### Quantitative Real-Time PCR

Conventional polymerase chain reactions (PCRs) were performed using Dream Taq DNA polymerase and buffers according to manufacturer's instructions (EP0713, Fermentas). Quantitative PCRs were performed using the Rotor Gene SYBR Green PCR kit supplied from Qiagen (204074) in a Rotor Gene 3000 real-time PCR cycler, and comparative quantification analyses of PCR products and melt curve analyses were carried out using the Rotor Gene software.

### Chromatin immunoprecipitation (ChIP) and deep sequencing

B cells were cross-linked with 1% formaldehyde at room temperature for 10 minutes and cross-linking was quenched by 125 mM glycine. Cells were lysed in SDS lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl, pH 8.1) and the chromatin was sonicated to an average fragment length of 500 base pairs (bp) using a Branson Sonifier 450. Sonicated chromatin was pre-cleared and incubated with 2 µg of anti-RAD21 antibody (ab992, Abcam), 4 µl anti-CTCF (07729, Millipore), 2 µg anti-PAX5 (sc-1974, Santa Cruz) and 1 µg anti-IgG (sc-2027, Santa Cruz) overnight. The complexes were washed with increasing salt stringency and cross-links were reversed in the presence of 0.2 M NaCl at 65°C for 6 hours. Proteinase K treatment was carried out in the presence of 10 µM EDTA, 40 µM Tris-HCl, pH 6.5 and 20 µg Proteinase K. DNA fragments were recovered with phenol-chloroform extraction following one chloroform extraction. DNA was precipitated with 2 volumes of ethanol, 1/3 volumes of 7.5 M ammonium acetate and 20 µg glycogen with an overnight incubation at −20°C. Precipitated DNA was washed with 70% Ethanol to remove excess salt and DNA was resuspended in 30 µl TE buffer supplemented with 0.3 µg RNAseA. A ChIP-Seq library was prepared by the Deep Sequencing Facility of the Biotechnology Center/SFB655 of Dresden University of Technology. Immunoprecipitated fragments were end-repaired with NEBnext End Repair Module (NEB) and purified by using Agencourt Ampure XP - beads (Beckman Coulter) and A-tailed using the NEBnext dA-Tailing Module according to manufacturers' instructions. After purification, adaptors were ligated (Adaptor-Oligo 1: 5'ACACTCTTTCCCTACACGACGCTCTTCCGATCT-3', Adaptor-Oligo 2: 5'-P-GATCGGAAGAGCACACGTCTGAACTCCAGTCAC-3') by using 1x NEBnext Quick Ligation Buffer (NEB), 10x excess of DNA Adaptors, 5 µl Quick T4 DNA Ligase (NEB) at 50 µl total volume. Large-scale amplification of library constructs was performed by using the PCR Enrich Adaptor Ligated cDNA Library module (NEB). Fragment length selection was carried out by agarose gel electrophoresis and concentrations were determined by using Qubit dsDNA HS Assay Kit (Invitrogen).

### Genome-wide analyses of RAD21 ChIP-seq

Alignment of RAD21 ChIP-Seq reads to reference mouse genome assembly mm9 was performed using the Bowtie 2 version 0.12.8 (Langmead et al. 2009) with the "–very-sensitive" option. From each set of aligned reads, a subset of 7 million unique positions was randomly selected for further processing and, additionally, IP and control samples from biological replicates were merged to form additional "pooled" samples. Binding site detection in each set of biological replicates and pooled samples was done with the MACS 2 peak calling software (Yong Zhang et al. 2008) with 0.05 FDR used as a cut-off value, and with standard parameters for shifting model calculations. Binding site overlaps between different sample sets were calculated with BEDTools utilities (Quinlan & Hall 2010). Genome-wide analysis of enrichment of chromosomal features and chromosomal distribution of ChIP regions were determined using CEAS package (Shin et al. 2009) provided by Galaxy/Cistrome platform http://cistrome.org/ap (Giardine et al. 2005). Genome mapping of RAD21 binding regions and publicly available ChIP-seq data were visualized using the University of California Santa Cruz (UCSC) Genome Browser interface (Kent et al. 2002).

The GEO accession number is GSE61443 and can be accessed at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=glwdcwgcrjgfzid&acc=GSE61443

### ChIP-Seq data comparison

All the ChIP-seq data listed in Table S1 was processed using the following computational pipeline. Adapter sequences, quality of raw reads, sequence duplication levels and over-represented sequences were analyzed using FastQC. Adapter sequences were removed and reads were trimmed using the FastX Toolkit (Patel & Jain 2012) such that the quality criteria of quality value per base (Phred score) was at least 35 and the read length was at least 17 bp. Raw reads were mapped to the mouse genome (mm9), using Bowtie 2 version 0.12.8 (Langmead et al. 2009) with 17 bp seed length with a maximum of two allowed mismatches. SAMtools (H. Li et al. 2009) was used to create BAM files. Peak calling was done using MACS (Yong Zhang et al. 2008) for transcription factors with 0.0001 *p*-value cutoff. Qeseq (Micsinai et al. 2012) was used for PolII binding data with 0.001 *p*-value cutoff.

## Supporting Information

Figure S1 (A) Scheme of purification of IgG1-positive and -negative B cells. (B) FACS profiles of resting B cells and B cells stimulated for 48 or 96 h. At 48 h, 2.7% of the cells were IgG1-positive. The IgG1-positive and -negative fractions are shown for the 96 h time point, where the IgG1-negative fraction contained 0.5% IgG1-positive cells, and the IgG1-positive fraction contained 65%. Many cells in the IgG1-negative gate of this fraction also started to express IgG1 as they shifted in fluorescence towards the IgG1-positive gate.
(TIF) Click here for additional data file.

Figure S2 **ChIP-Seq profile of binding factors around the Eμ and 3′RR.** Binding profile of RAD21, CTCF, EBF1 and PolII in pro- and/or in mature B cells. The highest enrichment of PolII marks the locus enhancer Eμ. The highest cohesin-CTCF colocalization marks the cohesin/CTCF bound to 3′RR. Genes depict UCSC Gene annotations. ChIPSeq data plots are generated by using data obtained in this study and from publicly available sources mentioned in Table S1.
(TIF) Click here for additional data file.

Figure S3 **Binding of factors at Igh locus cohesin sites.** (A) Scheme of the Igh locus binding events under investigation. (B) Enrichment of RAD21, CTCF, and PAX5 at cohesin binding sites in resting B cells were quantified by ChIP-qPCR.
(TIF) Click here for additional data file.

Figure S4 **Mature B cell-specific cohesin/CTCF site corresponds to the 5′ flanking gene of Igh locus.** ChIP-Seq data plot indicates a mature B cell specific binding of cohesin subunit RAD21 at the HS region located at the 5′ of *Igh* locus.
(TIF) Click here for additional data file.

Figure S5 **Binding profile at the Aicda gene locus.** ChIP-seq profiles of RAD21, CTCF, EBF1 and PolII binding at *Aicda*.
(TIF) Click here for additional data file.

Table S1 **ChIP-seq data sets used for comparison studies.**
(PDF) Click here for additional data file.

# Supplementary material for: Stage-Specific Binding Profiles of Cohesin in Resting and Activated B Lymphocytes Suggest a Role for Cohesin in Immunoglobulin Class Switching and Maturation
**Source:** PLoS One. 2014 Nov 6;9(11):e111748. doi: 10.1371/journal.pone.0111748
**Supplement:** Table S1 — ChIP-seq data sets used for comparison studies.

**Table S1. ChIP-seq data sets used for comparison studies.**

| <b>Factor</b> | <b>Mouse<br/>Background</b> | <b>B cell stage</b> | <b>Activation</b> | <b>Data Source</b>              |
|---------------|-----------------------------|---------------------|-------------------|---------------------------------|
| RAD21         | Rag1 <sup>-/-</sup>         | Pro-B               | none              | Degner et al, 2011<br>GSM644976 |
| CTCF          | Rag1 <sup>-/-</sup>         | Pro-B               | none              | Degner et al, 2011<br>GSM644975 |
| CTCF          | wt                          | Mature B            | 3d with LPS+IL4   | Yamane et al, 2011<br>GSM836458 |
| EBF1          | wt                          | Mature B            | none              | Györy et al, 2012<br>GSE35910   |
| PolII         | wt                          | Mature B            | 3d with LPS+IL4   | Yamane et al, 2011<br>GSM594830 |

How the deposited data were processed for this re-analysis (not part of the article)

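RAD21 ChIP-seq peaks were analysed from purified splenic B cells of mice, either resting or stimulated with LPS and IL-4 for 48 h or 96 h. There were 3 replicates per time point, each from the cells of 12 mice, and 9 input libraries that entered only through the authors' peak calling. The authors aligned reads to mm9, drew an equal number of unique positions from each set of aligned reads and called peaks with MACS 2 against input at a fixed false discovery rate. The deposited lists are 12 in number, 1 for each of the 9 replicates and 1 for the merged reads of each time point, called pooled here. Each peak has a start, an end and a score. The unit is the score of the authors' peak caller, whose statistic is not named in the paper's text. It was used only to rank peaks within a list or to set a stricter minimum. That minimum is common to all replicate lists or to all pooled lists, so it takes scores as comparable between lists. Read counts, CTCF, PolII, EBF1, PAX5 and pro-B cell data were not analysed here. The number of reads behind each peak is therefore not known, although the number of positions drawn was the same for each set of aligned reads, and the intervals given are exact binomial 95% intervals, which hold counting error only.

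Positions were handled with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and numba 0.67.0, and plots drawn with matplotlib 3.10.9. Peaks of different lists sharing at least 1 bp were merged into 1 site. The number of peaks per replicate was compared on the log10 scale by an exact permutation test of the F statistic over all arrangements of the 9 replicates, and pairs of time points by an exact permutation test of the difference in means. The similarity of lists was the Jaccard index, tested over all divisions into 3 groups of 3. Sites in every replicate of a time point and in none of another were counted and set beside the other splits of the same 6 replicates. The overlap of the pooled lists was compared with 1000 random circular shifts (seed 7). At single sites, the number of replicates with a peak was compared by Fisher's exact test. The threshold on p was 0.05.

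Gene features were taken from GENCODE release M1 on mm9. The plan had been to analyse features only with a RefSeq annotation on this assembly, so the use of GENCODE departs from the plan and was chosen after the reference had been seen. The shares at features can differ from those of RefSeq for this reason. A site was assigned by its centre, and the share of sites was tested against the share of sequenced base pairs by a one-sided binomial test in the direction of the difference. Log2 enrichments in the alternatives had 0.5 sites added to the observed and expected numbers. The shares of all peaks of each replicate were compared between time points by the exact permutation test, with Benjamini-Hochberg adjustment over 9 features.

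A motif of 20 bases was learned from 524 sites with a peak in at least 6 of the 9 replicates, starting from the most enriched 8-base word, GCCCTCTA, against windows 1000 bp away. A match was a score of at least 9.26 log2 odds, the level passed by 5% of such windows, within 100 bp of the centre. Of the training sites, 92.6% had a match, and shares elsewhere were measured on 11 chromosomes held out from training. Matches counted over the whole genome, for the X chromosome, needed at least 13.26 log2 odds, 4 above the level used at sites. Sequence that occurs once in the genome was measured as the share of 32-base words found at 1 position on either strand, and tandem repeats as at least 20 bases with a unit of 1 to 4 bases. The motif, the words and the repeats were added after the peak lists had been seen.

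The sites named are those the paper letters or numbers, every peak in the parts of the genome drawn in Fig. 3 and Fig. 4 or within Zfp386, and, for each direction between time points, the 2 all-or-none sites with the highest median score percentile. A lettered site is the peak nearest to its mark on the axis of the figure, read by eye. The result for 1 further locus is not reported here.

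Alternatives included a stricter score minimum of 10.65 for replicates and 13.73 for pooled lists, lists limited to the 821 or 5579 highest-scoring peaks, overlaps of 50% of both peaks, merging within 500 bp, support by replicates, assignment by any overlap (still set against the share of base pairs, which raises the enrichment because a peak touches a feature more often than its centre lies in it), permutation within replicate numbers and leaving out each replicate. The methods were tested on simulated data, in which the peaks of a site always overlapped and none was missed. The numbers of sites therefore check the code and not how it deals with narrow or missed peaks. Of 15650 simulated sites, 0 fell into a wrong overlap class, 24 of 24 planted promoter sites and 100 of 100 planted all-or-none sites were found, and the motif was found in 234 of 240 sequences that held it and in 35 of 800 random ones.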

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

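The tests of binding specific to 48 h, of list length and of swapped labels for replicate 2 of the 48 h-stimulated B cells, and that of the promoter shares without this replicate, were chosen only after the result was seen, and so was the reading of the GC test of the promoter shares. Replicate 2 of the 48 h-stimulated B cells lay far from the other 8 replicates in 10 of 14 measures tested with Dixon's criterion, and no other replicate did in any of the 14. The criterion was not applied again with this replicate left out, and its extreme values widen the range and can hide a further outlier. Chance marks about 1 in 20 groups. The measures are not independent of each other. Its shortest peak was 58 bp, against 126 to 164 bp in the others, and its median width 65 bp, against 151 to 212 bp. Its mean Jaccard index with the other replicates was 0.0231, against 0.155 to 0.250, and 91.1% of its sites were in no other replicate, against 2.56 to 35.6%. Of its peaks, 3.70% held the motif of shared sites, against 84.2 to 94.4%, and 61.8% held a tandem repeat, against 2.94 to 5.57%. Its GC content exceeded that of windows 1 kb away by 6.07 percentage points, against 2.62 to 3.51, and 4.95% of its peaks lay on the X chromosome, against 0.609 to 1.47%. It had 3.98% of its peaks within 3 kb upstream of a transcription start, against 9.43 to 13.3%, and 3.25% within 3 kb downstream of a gene, against 7.36 to 9.82%.

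The tables argue against binding that is specific to the 48 h time point, since the Jaccard index of replicates 1 and 3 at 48 h with replicate 2 was at most 0.0301, below the 0.155 that was their lowest with resting and 96 h replicates. A longer list is argued against as well, since with lists matched in size its mean Jaccard index was 0.0219, against 0.179 for the lowest of the others. A swap of labels among the 9 replicates is argued against by the same 0.0301, which is below the lowest index among the other 8, 0.0863. A swap with a sample from outside the 9 was not tested and stays open. What stays open besides is peaks called on background, on short repeats, on sequence with several copies or with a bias in GC content, which may act together. Of the sites found in this replicate alone, 1.55% held the motif, against 3.43% of windows 1 kb away. A tandem repeat was present in 64.0% of them, against 6.08% of windows 1 kb away. Of their 32-base words, 51.2% occur once in the genome, against 87.5%. Their GC content exceeded that of windows 1 kb away by 6.12 percentage points, against at most 4.42 for the sites found in any other single replicate. Among its 1719 own sites without a tandem repeat, over all chromosomes, the excess was 6.99 percentage points, against at most 3.79 for any other replicate. The repeats alone thus do not account for the GC excess. Beyond this, the tests do not separate the 4 explanations from each other. The sites unique to 48 h in the pooled list share this limit.

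The share of replicate peaks within 3 kb upstream of a transcription start differed between the 3 time points (exact permutation p = 0.00357, the smallest that 9 replicates in 3 groups can give here). It was higher in 3 of 3 resting replicates than in any other replicate. The share within 3 kb downstream of genes also separated the time points, with 96 h replicates above resting ones, which did not hold within 1 or 2 kb. At 48 h, the shares at all 9 features were lower in every replicate than in any resting replicate (exact permutation p = 0.1 for each, the lowest that 3 against 3 allow). The tables argue against lists of different length, since the exact p was 0.00714 with lists matched in size. They argue against replicate 2 of the 48 h-stimulated B cells as the only source, since the exact p was 0.00357 without it. A bias in GC content stays open. The GC content of peaks away from genes did not follow the order of the promoter shares, but its values overlap between the time points (exact permutation p = 0.161), so it cannot be told apart. As first set, the test would have argued against this bias whenever that order was not followed. Batches of sequencing or library preparation are not given, and the cells at 96 h had been enriched for IgG1-positive cells, so neither can be told apart from time. A change of promoter binding with activation may be involved, which remains a hypothesis.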

How the results depend on the processing

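The alternatives below were chosen before the data were examined, apart from those that leave a replicate out of the pooled lists or ask for support by at least 2 replicates at gene features, all those on the motif shares of replicates, and all those on their promoter shares except assignment by any overlap and the stricter threshold, which were tests chosen after the result was seen. In all, 478 alternatives of 71 results were computed, of which 373 kept their direction and their side of the threshold or stayed within their spread. Of the rest, 76 moved, 18 became weaker, 7 stronger and 4 reversed, including 23 that moved and 4 that became weaker among single sites and classes. Unless a reason is given, the cause was not tested.

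The log2 ratio of peaks at 48 h to resting reversed to -0.24 under the stricter threshold (exact permutation p = 0.9), to -0.0921 for covered base pairs (exact p = 0.9), to -0.23 without replicate 2 of resting B cells (exact p = 0.8) and to -0.24 without replicate 2 of 48 h-stimulated B cells (exact p = 0.7). Neither the main value nor these were past the threshold, which 3 against 3 cannot reach. Over the fits that each left out 1 replicate, it ranged from -0.24 to 0.83. The stricter threshold is a single score minimum for all replicates. Median scores were 8.4 to 9.32 in the 48 h replicates and 9.99 to 11.6 in the resting ones, so it removed more of the 48 h peaks.

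Under the stricter threshold, which leaves fewer peaks, all-or-none sites numbered 82 in resting but not 48 h-stimulated cells, 1 in 48 h-stimulated but not resting cells, 276 in 96 h-stimulated but not resting cells and 479 in 96 h- but not 48 h-stimulated cells. The sites unique to 48 h numbered 818 and those in all 3 lists 336. Support by at least 1 replicate rose to 91.9% in resting, 98.7% in 48 h-stimulated and 93.4% in 96 h-stimulated B cells. The log2 enrichment of resting-unique sites at 3′UTRs was 1.42 (binomial p = 8.4e-04), and that of sites unique to 48 h fell short of the threshold at 3′UTRs (-0.72, p = 0.142) and 5′UTRs (-2.41, p = 0.115).

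Counting sites only where they were absent also from the pooled list of the other time point left 67 in resting but not 48 h-stimulated cells, 1 in resting but not 96 h-stimulated cells, 2 in 48 h-stimulated but not resting cells and 0 in 48 h- but not 96 h-stimulated cells. With lists matched in size, 1684 sites were unique to the resting state, 2570 to 48 h and 1691 to 96 h. With an overlap of 50% of both peaks, 3431 sites were unique to 48 h, and with 50% of the pooled peak overlapped, 74.0% of the 48 h peaks had support. With every pooled list first limited to peaks supported by at least 1 replicate, 1413 sites were in all 3 lists. With support of at least 2 replicates, 449 were, while 329 were unique to the resting state, 91 to 48 h and 2998 to 96 h. These sets also hold sites whose peaks in the other lists lacked such support. In this last setting, the log2 enrichments of sites unique to 48 h lost the threshold at promoters within 3 kb (0.60, binomial p = 0.203), 5′UTRs (-0.57, p = 0.786), 3′UTRs (-1.54, p = 0.383) and coding exons (-1.82, p = 0.278), with few sites left, and so did that of sites unique to 96 h in coding exons (0.10, p = 0.331). That of resting-unique sites at 3′UTRs was 0.19 (binomial p = 0.453). With any overlap, which raises the enrichment by construction because the genome-wide share still counts base pairs, resting-unique sites passed the threshold at 3′UTRs (0.92, binomial p = 0.0183) and in coding exons (1.61, p = 1.6e-07). In the same setting the enrichment at 5′UTRs was 13.2-fold for resting-unique sites and 6.61-fold for sites unique to 96 h.

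Leaving out 1 replicate at a time, the difference in Jaccard index ranged from 0.0260 without replicate 3 of 96 h-stimulated B cells to 0.106 without replicate 1 of 48 h-stimulated B cells, and each of the 3 fits without a 96 h replicate lost the threshold. All-or-none sites ranged from 129 to 585 in resting but not 48 h-stimulated cells and from 11 to 75 in resting but not 96 h-stimulated cells, the highest of both without replicate 2 of resting B cells. They ranged from 6 to 74 in 48 h-stimulated but not resting cells (highest without replicate 2 at 48 h) and from 4 to 38 in 48 h- but not 96 h-stimulated cells (highest without replicate 1 at 48 h). They ranged from 612 to 1760 in 96 h-stimulated but not resting cells and from 843 to 2279 in 96 h- but not 48 h-stimulated cells (highest of both without replicate 1 at 96 h). A site needs fewer peaks to count when a replicate is left out. Sites unique to the resting state ranged from 441 to 1407 (highest without replicate 3 at 96 h), to 48 h from 325 (without replicate 2 at 48 h) to 2365, and to 96 h from 4587 (without replicate 3 at 96 h) to 7813. Support by at least 1 remaining replicate ranged from 40.4 to 67.7% in resting, 36.0 to 64.5% in 48 h-stimulated and 41.9 to 69.2% in 96 h-stimulated B cells, lowest without replicates 3, 2 and 3.

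The log2 enrichment of resting-unique sites at 3′UTRs ranged from 0.72 to 0.78 and passed the threshold without replicate 1 (binomial p = 0.0499). For sites unique to 48 h it ranged from 0.29 to 0.59 at promoters within 3 kb, from -3.61 to -1.44 at 5′UTRs, from -1.38 to -1.25 at 3′UTRs and from -2.21 to -0.16 in coding exons. Without replicate 2 of 48 h-stimulated B cells, none of these 4 was past the threshold (binomial p = 0.0584, 0.424, 0.144 and 0.525). Only 325 sites were then left, which raises p by itself.

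The share of replicate peaks with the motif did not differ between time points (F = 1.303, exact permutation p = 0.075), but did with windows of 50 bp (F = 1.84, exact p = 0.00714). Leaving out 1 replicate at a time, F ranged from 0.971 to 3.79, and without replicate 1 of 48 h-stimulated B cells it was 2.56 (exact p = 0.00357). Replicate numbers are not stated to pair the samples. The correlation of the presence of sites, after subtracting the mean of each time point, between lists with the same number ranged from -0.26 to 0.31 over 9 pairs and with different numbers from -0.35 to 0.34 over 18 pairs. With a block for the replicate number, the tests of the replicate shares downstream within 1 kb (exact permutation p = 0.111), downstream within 2 kb (exact p = 0.0556) and at 3′UTRs (exact p = 0.0833) were above the threshold, and so was no other feature that was under it without the block. Of the 7 other tests with a block, those of peak numbers, similarity, promoters within 3 kb and the motif share, 1 changed its call, that of the motif share (F = 1.303, exact permutation p = 0.0278). The lists hold no read counts, which limits every statement on an absent peak.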

Differences from the paper's values

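The paper's text gives 140 sites unique to the resting state, while 634 were counted here. None of the alternatives set before the data were examined closed the gap. They gave 745 with overlap of 50% of both peaks, 621 with peaks within 500 bp merged, 634 with peaks counted one by one, 435 under the stricter threshold, 1684 with lists matched in size, 560 and 329 with support of at least 1 and 2 replicates, 597 with absence also from replicate lists and 619 on chromosomes 1 to 19 and X. In the paper's Fig. 1A, read by eye, the sites unique to the resting state are about 630 and those in the resting and 48 h lists only about 140, where 138 were counted here.

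The paper gives a 4-fold enrichment of sites unique to resting B cells at promoters, and within 1 kb it was 7.28-fold here. With any overlap it was 7.92-fold and under the stricter threshold 7.63-fold, and neither closed the gap. For sites unique to 96 h the paper gives 2-fold, and within 1 kb it was 3.49-fold here. With any overlap it was 3.88-fold and under the stricter threshold 3.37-fold, and neither closed the gap.

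The percentages of Fig. 1B were read by eye. For sites unique to resting B cells, the paper's Fig. 1B has about 5.8% at promoters within 1 kb, where 8.99% were found here (9.78% with any overlap and 9.43% under the stricter threshold). It has about 4.7% downstream within 3 kb in Fig. 1B, where 7.10% were found here (7.41% and 10.1%). It has about 0.5% at 3′UTRs in Fig. 1B, where 1.74% were found here (2.05% and 2.99%). None of these alternatives closed the gap. For sites unique to 48 h, Fig. 1B has about 2.6% at promoters within 3 kb, where 4.23% were found here (4.33% and 4.89%), and neither alternative closed the gap. It has about 0.2% at 5′UTRs in Fig. 1B, where 0% was found here. The value was 0.0470% with any overlap and 0% under the stricter threshold. Both 95% intervals reach the paper's value, for the stricter threshold because fewer sites widen the interval, while the value itself did not move toward it. For sites unique to 96 h, Fig. 1B has about 2.8% at promoters within 1 kb, where 4.31% were found here. With any overlap it was 4.79%, and under the stricter threshold 4.17%, which is just within 1.5 times the paper's value but hardly moved from 4.31%. It has about 6.6% downstream within 3 kb in Fig. 1B, where 9.91% were found here (10.3% and 9.93%), and neither alternative closed the gap.

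The paper states that resting-unique sites are underrepresented at 3′UTRs, where they were 1.65 times the genome-wide share here (one-sided binomial p = 0.0744). The paper states neither enrichment nor depletion of sites unique to 48 h at promoters and 5′UTRs. Within 3 kb of promoters they were 1.23 times the genome-wide share here (binomial p = 0.0274), and at 5′UTRs there were 0 sites (p = 0.00362). Of the settings run, support of at least 2 replicates and the lists without replicate 2 of 48 h-stimulated B cells, both chosen after seeing the values, gave p above the threshold at promoters within 3 kb (binomial p = 0.203 and 0.0584), and these and the stricter threshold did so at 5′UTRs. At promoters the enrichment was then 1.60- and 1.52-fold, with 91 and 325 sites left. The higher p thus reflects fewer sites and does not bring the value closer to the paper's statement. The paper places site c of Prdm1 in the second intron, while it lies in intron 3 of Prdm1-001 in the annotation used here.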

Other observations

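The test of list length on the sites unique to 96 h, the splits of the all-or-none sites, the number of peaks expected at S regions and the division of pooled peaks in no replicate list were tests chosen only after the result was seen. The X chromosome and the S regions were also divided into parts after the values were seen.

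The pooled lists held more sites unique to 96 h than to the resting state. With lists matched in size, 1691 sites were unique to 96 h and 1684 to the resting state. Lists of equal length make these numbers close by construction, so this comparison decides nothing, and whether the longer list at 96 h accounts for the excess cannot be told apart.

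Few peaks lay on the X chromosome, 1.62% of the pooled peaks of resting, 2.33% of 48 h-stimulated and 1.80% of 96 h-stimulated B cells, while the chromosome holds 6.33% of the sequenced base pairs and 4.16% of the genes. Motif matches over the genome were counted at 13.26 log2 odds or more, 4 above the level used at sites. Fewer motifs of this strength are argued against, since 4.06% of these matches lie on the X chromosome, above the highest upper limit of the shares of peaks, 2.76%. Sequence with several copies is argued against as the whole cause. At motif matches, 64.1% of 32-base words occur once on the X chromosome and 72.4% on the autosomes, a ratio of 0.886, while the ratio of the rates at which matches lay in peaks was 0.313, 0.128 and 0.432 at the 3 time points. A weaker signal, as a single copy would give, stays open in resting and 96 h-stimulated B cells. There, peaks on the X chromosome had a median score percentile of 31.4 against 50.3 on the autosomes, and of 34.2 against 50.8 (two-sided permutation test of the mean percentile, p = 0.001 for both, the smallest these permutations can give). In the 48 h list the percentiles went the other way, 62.3 against 52.0 (permutation p = 0.00400), but this cannot be told apart there, because 96 of its 130 peaks on the X chromosome overlap a peak of replicate 2. Among the peaks not overlapped by it, the medians were 29.6 and 32.0. The sex of the mice was not used here.

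Sites present in every replicate of a time point and in no replicate of another were compared between splits of the same 6 replicates. For resting and 48 h-stimulated B cells, 3 of the 10 splits gave at least the 132 sites of the real groups. For resting and 96 h-stimulated B cells, 1 of the 10 splits gave as many as 610, the real one, and the next gave 376. For 48 h and 96 h, 1 of the 10 splits gave as many as 830, the real one, and the next gave 232. With 10 splits the share cannot fall under 0.1, so chance cannot be told apart in any of these comparisons.

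No list held a peak at Sμ, Sγ1 or Sγ2a. A candidate explanation at Sμ and Sγ1 is sequence with several copies, since 38.6% of the 32-base words of Sμ occur once in the genome, against 100% beside it. At Sγ2a this cannot be told apart, because the share of 74.7% is close to the 75.7% beside it, where no list held a peak within 5 kb either. The size of the regions may suffice in all 3, since 0.0510 peaks are expected in them together in the longest pooled list. The lists thus hold no test of a depletion.

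Many pooled peaks were in no replicate list. Background as their source is argued against by the motif in resting and 96 h-stimulated B cells and, at 48 h, for those also in another pooled list. Among resting peaks, it was present in 63.9% of those only in the resting list, the lowest of these shares, against 4.22% of windows 1 kb away, and in 84.4% of those also in another list. At 96 h the shares were 92.0% and 68.3%, and at 48 h 91.9% of those also in another list held it. Of the 148 peaks on held-out chromosomes that were only in the 48 h list and in no replicate, 16.2% held the motif, above the 4.73% of windows 1 kb away and far below the other shares, so most of these may be background.

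The other all-or-none sites with the highest median score percentiles were these. In resting but not 96 h-stimulated cells they lay on chromosome 5 from 147072505 to 147072879, in untranslated exon 1 of AC113316.1, and on chromosome 13 from 20364505 to 20364754, in intron 7 of Elmo1. In 48 h-stimulated but not resting cells they lay on chromosome 2 from 39228622 to 39228925, 146651 bp from the start of Ppp6c, and on chromosome 17 from 44398838 to 44399096, in intron 4 of Clic5. In 48 h- but not 96 h-stimulated cells they lay on chromosome 6 from 21621424 to 21621692, in intron 1 of Kcnd2, and on chromosome 14 from 123206490 to 123206752, in intron 20 of Pcca. In 96 h- but not 48 h-stimulated cells they lay on chromosome 16 from 32507549 to 32507854, in intron 2 of Zdhhc19, and on chromosome 17 from 35196591 to 35196884, in intron 1 of Ddah2. The pooled list of the time point without replicate peaks held a peak at all of them but that at AC113316.1 and that at Ppp6c.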
